A study of Mus musculus with 10 samples.

How the data were processed

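Single-cell suspensions of whole lung were profiled by Drop-seq, which captures single cells with barcoded beads in droplets. The mice were males of the 129S1 strain aged 10 to 12 weeks. Per the labels' protocols, 3 mice received bleomycin (3 units/kg) and 6 received water into the trachea, 2 weeks before the lungs were taken. The lungs were perfused and then dissociated with liberase and a gentleMACS device. Control mouse 1 was sequenced as 2 libraries and every other mouse as 1, which gave 10 libraries from 9 mice.

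Per the file headers and the labels' protocols, the authors provided 1 matrix of whole-number counts per library, with genes against cell barcodes. The values were used as molecule counts, the usual output of Drop-seq, although neither the labels nor the headers say so. The aligner, the genome build, the annotation and the rule for listing barcodes are not stated, so no coordinates are given. Barcodes were 8 bases long in control mice 1 and 2 and bleomycin mouse 1, and 10 bases long in the other 6 mice. This difference was treated as a possible batch.

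Gene symbols were used as the files give them. The matrices held 16419 symbols in at least 1 library and 8752 in every library, and a symbol missing from a library was given 0 counts there. A further filter removed 29 symbols that a spreadsheet can turn into dates, leaving 16390. The 10 libraries listed 41898 barcodes, with 27781682 counts of the symbols left. Before this filter, totals per library ran from 720701 to 7091271 counts. A barcode was kept as a cell when at least 200 genes were detected, which kept 21506 cells. The planned limit of 20% mitochondrial counts removed no cell, since no gene with a mitochondrial prefix was among those used here. The 2 libraries of control mouse 1 were summed.

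The groups, comparisons, tests, thresholds, marker lists for 22 cell types, 4 gene panels, the rule for naming genes and most alternatives were fixed before the data were examined. Cell typing had settings that were fixed only afterwards. A seed cell of a type expressed at least 3 of its markers and at least 2 more than of any other type. The summed counts of a type's seed cells gave its profile, mixed with an all-cell background of weight 1000 counts. Each cell then went to the type with the highest multinomial log-likelihood, provided that it led the next type by at least 3. The minimum number of seed cells per profile was first 20. It was lowered to 10 after the seed numbers and a table of types per mouse had been seen, which added smooth muscle cells and myofibroblasts (12 seed cells), mesothelial cells (14) and mast cells and basophils (19). Pericytes (3 seed cells), lymphatic endothelial cells (1) and red blood cells (0) had no profile. In all, 19 types had a profile and 99.3% of cells were typed. A cell of a kind outside the list would therefore mostly be given a listed type. Typing by a marker score alone gave the same type for 90.8% of the 15598 cells typed both ways. Tested on simulated data, the typing returned the right type for 100% of 5700 cells, an easy test because the cells were drawn from the profiles themselves.

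Counts were summed per mouse over all kept cells (the whole suspension), fibroblasts, macrophages and blood endothelial cells. Fibroblasts were the types named after Col13a1 and Col14a1, and macrophages were the alveolar and interstitial types together. A mouse entered a comparison with at least 10 such cells. Bleomycin mice were compared with control mice by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. The test used TMM scaling, edgeR's expression filter and a Benjamini-Hochberg adjusted p under 0.05. The SE given with a log2 fold change is the size of that change divided by the square root of the test's F statistic. It is approximate, and with few control counts it can fall below counting error alone. On counts simulated from the real means and library totals with 200 genes changed 4-fold, it recovered 95.5% of the changed genes in the whole suspension, 85.5% in fibroblasts, 95.5% in macrophages and 93.0% in endothelial cells. False calls were 1.16% to 5.58% of the calls. The simulated spread between mice was the same for every gene and was not taken from these mice. These rates therefore need not hold for the real comparisons, and genes that vary more between mice would be recovered less often.

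Shares of cell types, of lineages and of mesenchymal subsets, and the panel levels, were compared by exact two-sided permutation tests on the difference of group means. The 9 mice can be split in 84 ways, so 0.0119 is the smallest p the test can give. The threshold was an unadjusted p under 0.05, and the Benjamini-Hochberg value over each family is given beside it. In 1000 simulated comparisons this test called 5.20% of null cases and 92.5% of shifts of 3 SD. Cell types were tested when their mean share was at least 0.5%. Panel levels are counts of the panel's genes per 10000 counts of its cells. These tests used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots used matplotlib 3.10.9.

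Genes were named by a fixed rule. In the whole suspension and in fibroblasts these were up to 5 genes each way with the largest log2 change among those past the threshold. Macrophages and endothelial cells had up to 2 each way. The rule also asked for a mean of at least 20 CPM (counts scaled to the same total in every mouse) and for every bleomycin mouse to lie on the same side of every control mouse. Genes of the preset panels were examined whatever their p.

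The groups share replicate numbers 1 to 3 in the labels, which is the only source of a pairing. A fit with the replicate number as a block was therefore run beside each unpaired comparison. In the gene fits, each control mouse without a same-numbered bleomycin mouse had a level of its own. With the block, the change of a gene therefore comes from the same-numbered mice alone. For shares and panels the block used the 3 same-numbered pairs, where 8 sign flips allow no exact p below 0.25. The other alternatives were DESeq2 1.42.0, edgeR without TMM, no expression filter, cells with at least 500 genes, every listed barcode, the marker score, the second library of control mouse 1 alone, equal cell numbers per mouse, a log2 scale (pseudocount 0.1) and leaving out each mouse. A further 5 were chosen after seeing the data. They were collapsing barcodes that equal another one shifted by 1 base, barcode length as a batch, leaving out the ribosomal RNA gene Rn45s, the minimum of 20 seed cells, and, for the interstitial macrophage share alone, typing profiles from control mice only. The batch test for shares permuted mice within barcode lengths, with 45 splits and a smallest p of 0.0222. Changes compared between cell types were taken on the log2(CPM + 10) scale. Separate comparisons of alveolar macrophages, interstitial macrophages and T cells were also chosen after seeing the data.

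The comparison planned for alveolar type 2 cells could not be made. Only 56 such cells were typed, and no control mouse had 10 of them. Every barcode and the marker score each left at least 2 mice per group with 10 such cells, so the comparison and the panel were run with those 2 settings only. Intervals for shares of single mice are Wilson 95% intervals, and floors are the share or CPM that 3 counts would give. Both cover counting error only, since cells of 1 mouse are not independent animals.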

Results

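The data were counts per gene and cell barcode from lungs of 3 mice given bleomycin and 6 control mice given water. Bleomycin is a drug that injures the lung and is widely used in mice to bring on fibrosis. The kept cells per mouse ranged from 1373 to 4164, with 988181 to 6794475 counts. Control mouse 1 had 720701 and 1303588 counts in its 2 libraries before cells were filtered. Control mice 2 to 6 had 2810568, 2560664, 1803398, 1661853 and 1476090. Bleomycin mice 1 to 3 had 5066888, 3309968 and 7091271, so all 3 exceeded every control mouse. The ribosomal RNA gene Rn45s took 2.80% to 11.5% of the counts of a library.

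The first comparison asked which cell types changed in abundance after bleomycin. The test covered 13 cell types. Interstitial macrophages made up 25.5% ± 5.76 of typed cells in bleomycin mice (SD, n = 3) and 2.90% ± 1.54 in control mice (SD, n = 6). The difference of 22.6 percentage points had an exact permutation p of 0.0119, the smallest possible, and an adjusted value of 0.155 over the 13 types. It therefore passed the unadjusted threshold and failed the correction. The share was higher in 3 of 3 bleomycin mice than in every control mouse. The lowest bleomycin share was 20.9% (Wilson 95% interval 19.7 to 22.1, 863 of 4135 cells) and the highest control share was 4.93% (4.14 to 5.86, 120 of 2436 cells). Among mice with 8-base barcodes the share was 31.9% in the single bleomycin mouse against a control mean of 2.36%. Among mice with 10-base barcodes it was 22.3% against 3.17%. Permuting within barcode lengths gave an exact p of 0.0222, the smallest that test allows. The alternative that moved the difference most on the percent scale was typing with profiles from control mice only, which gave 14.9 points (exact permutation p 0.0119). As paired differences over the replicate numbers (the replicate block), the mean difference was 22.3 points with an exact p of 0.25. That design cannot give a smaller p, and it sets the bleomycin mice against control mice 1 to 3 only.

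**Figure D1:**
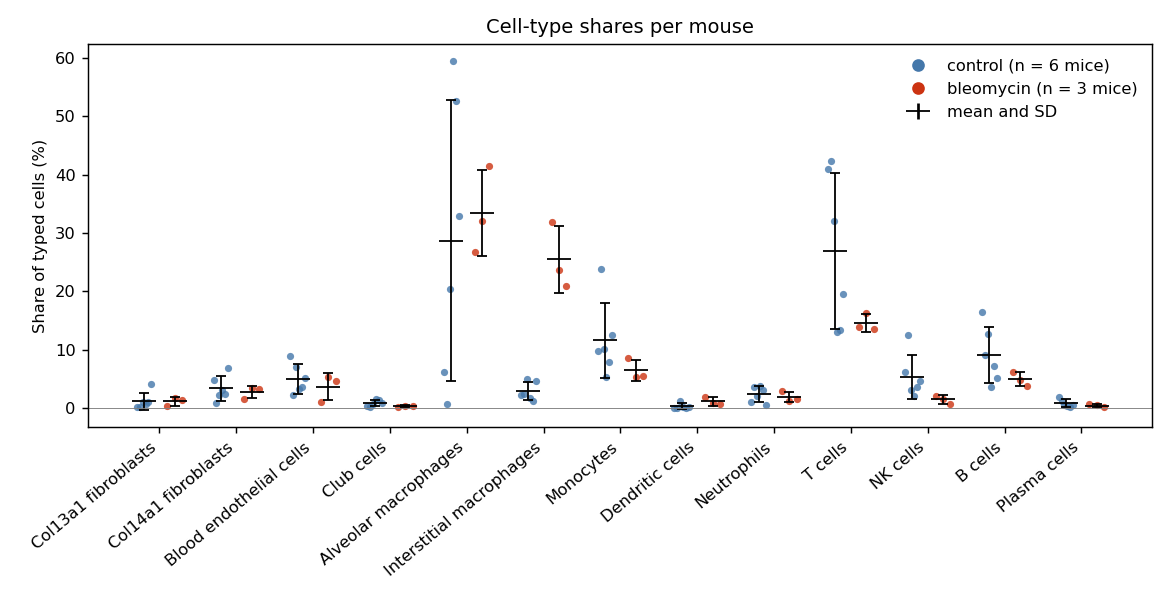
Share of typed cells (%) per mouse for the 13 tested cell types, with blue points for 6 control mice, red points for 3 bleomycin mice, and black marks for the mean and SD. Interstitial macrophages averaged 25.5% in bleomycin mice and 2.90% in control mice, and the other 12 types had exact permutation p values of 0.0595 or more.

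None of the other 12 types passed the unadjusted threshold. Dendritic cells came nearest, with 1.16% ± 0.716 (n = 3) against 0.353% ± 0.478 (n = 6) and an exact permutation p of 0.0595. Alveolar macrophages made up 33.5% ± 7.42 (n = 3) and 28.7% ± 24.1 (n = 6), a difference smaller than the spread between control mice (exact permutation p 0.762). As paired differences (replicate block) the mean was 24.4 points, with the exact p of 0.25 that is the smallest for 3 pairs. The difference was 23.4 points among 8-base mice and -4.57 points among 10-base mice. T cells made up 14.6% ± 1.52 (n = 3) and 26.9% ± 13.4 (n = 6), with an exact permutation p of 0.214 and a paired difference of -23.9 points. Their difference was -27.8 points among 8-base mice and -4.53 points among 10-base mice. No lineage of the 5 passed either. The myeloid share was 68.7% ± 4.58 (n = 3) against 46.2% ± 19.8 (n = 6), with an exact permutation p of 0.119. That difference was 47.0 points among 8-base mice and 10.3 points among 10-base mice. The lymphoid share was 21.5% ± 2.75 (n = 3) against 42.2% ± 20.5 (n = 6), with an exact permutation p of 0.131. Permuted within barcode lengths, the lymphoid difference had an exact p of 0.0444. It was -42.6 points among 8-base mice and -9.74 points among 10-base mice. The paired differences averaged 38.7 points for the myeloid share and -38.3 points for the lymphoid share, and for T cells and these 2 lineages the exact p was again 0.25. Control mice 1 to 3, the paired ones, had lymphoid shares of 48.4% to 65.7%, and control mice 4 to 6 had 19.3% to 29.99%.

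A second comparison covered the subsets of mesenchymal cells, the lineage to which fibroblasts belong. Cells typed as smooth muscle cells and myofibroblasts made up 7.18% ± 2.35 of mesenchymal cells in bleomycin mice (n = 3) and 0.383% ± 0.939 in control mice (n = 6). The difference of 6.79 points had an exact permutation p of 0.0119 and an adjusted value of 0.0476 over 4 subsets. It rested on 36 cells, 34 of them from bleomycin mice. In 5 control mice the share was 0, where 3 cells would have given a share of 1.97% to 8.57%. The share in control mouse 1 was 2.30% (Wilson 95% interval 0.633 to 7.999), and in bleomycin mouse 1 it was 4.65% (1.82 to 11.4), so the intervals of these 2 mice overlapped. The difference was 3.50 points among 8-base mice and 8.44 points among 10-base mice. With types from the marker score it was 5.39 points (exact permutation p 0.179), and with at least 20 seed cells the type had no profile. The paired differences (replicate block) averaged 6.41 points, with the exact p of 0.25 that is the smallest for 3 pairs. The subsets of Col13a1 fibroblasts, Col14a1 fibroblasts and mesothelial cells had exact permutation p values of 0.893, 0.167 and 0.393.

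The panels asked whether preset genes rose together within a cell type. The fibroblast activation panel had 12 preset genes, of which 7 were used here. Its level was 26.3 ± 14.1 counts per 10000 fibroblast counts in bleomycin mice (n = 3) and 6.46 ± 3.22 in control mice (n = 6). The difference of 19.9 had an exact permutation p of 0.0119 and an adjusted value of 0.0357 over 3 panels. It was 33.7 among 8-base mice and 12.95 among 10-base mice. The largest part came from Sfrp1, without which the difference was 7.34 (exact permutation p 0.0119). As paired differences (replicate block) the mean was 17.8 with an exact p of 0.25. The macrophage injury panel had 21.8 ± 4.57 counts per 10000 macrophage counts (n = 3) against 20.5 ± 21.5 (n = 6), with an exact permutation p of 0.964. The cycling panel had 5.62 ± 2.06 counts per 10000 counts of all cells (n = 3) against 5.68 ± 2.40 (n = 6), with an exact permutation p of 0.988. The injury panel differed by -1.24 among 8-base mice and 2.60 among 10-base mice. The cycling panel differed by 1.68 and -0.93 respectively.

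**Figure D2:**
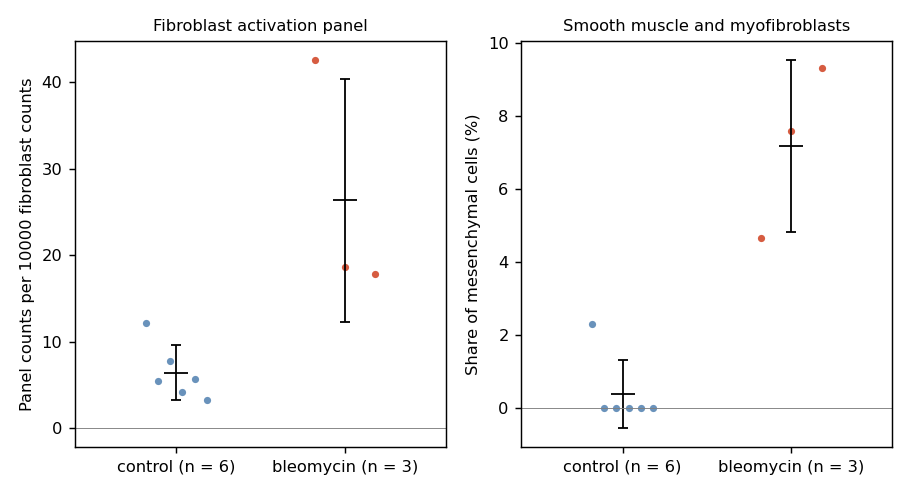
Left, fibroblast activation panel counts per 10000 fibroblast counts; right, smooth muscle cells and myofibroblasts as a share of mesenchymal cells (%); each point is 1 mouse and black marks are the mean and SD. The panel averaged 26.3 in 3 bleomycin mice and 6.46 in 6 control mice, and the share averaged 7.18% and 0.383%.

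The gene comparisons asked which genes changed after bleomycin in the whole suspension and in each cell type. In the whole suspension 20 genes were higher and 0 lower among 8140 tested by edgeR at an adjusted p under 0.05, and 1204 had an unadjusted p under 0.05. The alternative that moved this most was DESeq2, with 166 higher and 137 lower. With the replicate number as a block, 0 genes passed either way, and 1887 had an unadjusted p under 0.05. Deviations from the group means correlated at a mean r of -0.0257 (across genes) between same-numbered mice and 0.00824 between other pairs, with single same-numbered pairs from -0.214 to 0.258. The fit with barcode length as a covariate gave 46 genes higher and 12 lower. The genes named by the rule were C1qa, C1qb, C1qc, Asgr2 and H2-M2, each higher in 3 of 3 bleomycin mice than in every control mouse. C1qa had 599 ± 148 CPM (n = 3) against 30.3 ± 23.6 (n = 6), with a log2 fold change of 4.41 ± 0.56 (SE) and an adjusted p of 0.00945 from edgeR. C1qb and C1qc had log2 fold changes of 4.28 and 4.28, with adjusted p values of 0.0219 and 0.00828 from edgeR. These 3 genes were also typing markers of interstitial macrophages. Asgr2 had 80.3 ± 37.0 CPM (n = 3) against 2.44 ± 3.70 (n = 6), with a log2 fold change of 4.85 ± 0.76 (SE) and an adjusted p of 0.0275 from edgeR. The value for H2-M2 was 3.57 ± 0.41 (SE), with an adjusted p of 0.00828 from edgeR. This gene belongs to a family of related sequences, and how reads shared among them were counted is not stated, so its value is uncertain. All 5 genes lost the threshold with the replicate block, where only the same-numbered control mice enter the change. None of the 8 tested genes of the cycling panel passed the threshold.

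In fibroblasts 10 genes were higher and 2 lower among 2147 tested by edgeR, and 180 had an unadjusted p under 0.05. The mice had 35 to 193 fibroblasts with 30787 to 282949 counts. With the replicate block 1 gene was higher and 0 lower, and 133 had an unadjusted p under 0.05. Same-numbered mice correlated at a mean r of 0.0314 (across genes), against -0.00495 for other pairs. With barcode length as a covariate 13 genes were higher and 4 lower, among them all 12 of the genes called without it. Cxcl13, which encodes a chemokine, had the largest change. It had 842 ± 643 CPM (n = 3) against 5.29 ± 8.22 (n = 6), with a log2 fold change of 6.63 ± 0.66 (SE) and an adjusted p of 2.08e-05 from edgeR. In the fit with the block, Cxcl13 in fibroblasts stayed past the threshold, at 5.99 and an adjusted p of 0.0410 from edgeR. Tnc had a log2 fold change of 4.84 ± 0.65 (SE) and an adjusted p of 0.000862 from edgeR, and Chl1 had 4.61 ± 0.81 (SE) and 0.00956. Control mice gave 3, 4 and 5 counts in all for Cxcl13, Tnc and Chl1, so the SEs of these 3 changes are rough and may be too small. In a single control mouse, 3 counts would give a level of 25.5 to 97.4 CPM. Serpine2 and Eln were higher by 1.95 ± 0.35 and 1.89 ± 0.40 (SE) on the log2 scale, with adjusted p values of 0.0119 and 0.0364 from edgeR. Igfbp3 had 30.7 ± 28.6 CPM (n = 3) against 440 ± 130 (n = 6), with a log2 fold change of -3.51 ± 0.52 (SE) and an adjusted p of 0.00173 from edgeR. Tgfbi had 47.0 ± 23.1 CPM (n = 3) against 380 ± 125 (n = 6), with a log2 fold change of -2.85 ± 0.43 (SE) and the same adjusted p. With types from the marker score, Serpine2, Eln, Igfbp3 and Tgfbi no longer passed, and Tnc and Chl1 had too few counts to be tested. Among the panel genes Sfrp1 rose by 1.85 ± 0.41 (SE) with an adjusted p of 0.0496 from edgeR, and Col5a1 rose by 1.33 ± 0.44 (SE) with 0.320. Another 4 panel genes had too few counts to be tested.

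**Figure D3:**
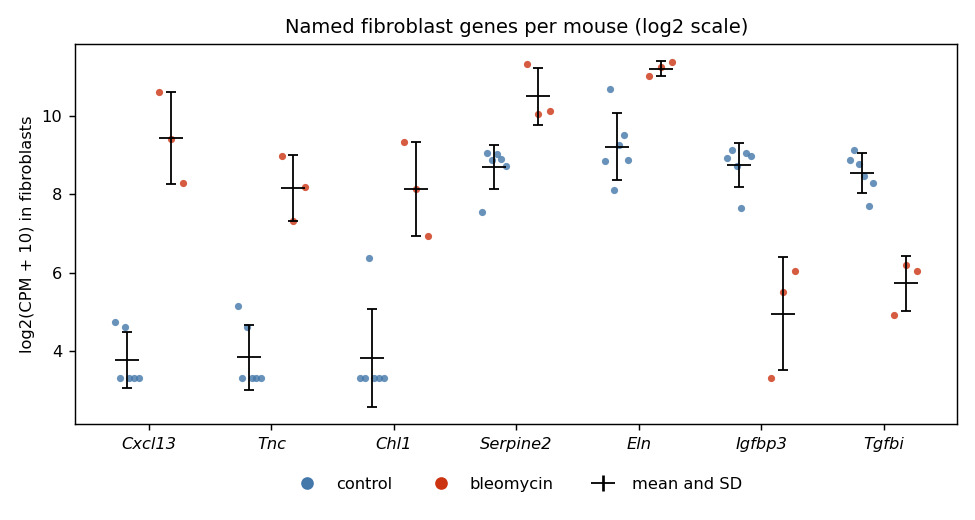
Level of the 7 named fibroblast genes per mouse as log2(CPM + 10), with blue points for 6 control mice, red points for 3 bleomycin mice, and black marks for the mean and SD. Cxcl13, Tnc, Chl1, Serpine2 and Eln lie higher in every bleomycin mouse than in every control mouse, and Igfbp3 and Tgfbi lie lower.

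In macrophages 4 genes were higher and 0 lower among 5961 tested by edgeR, and 528 had an unadjusted p under 0.05. The mice had 92 to 2578 macrophages with 143811 to 5422454 counts. With the replicate block 0 genes passed either way, with 343 at an unadjusted p under 0.05, and the mean r was 0.00709 for same-numbered mice and 0.00330 for others (across genes). The fit with barcode length as a covariate gave 15 genes higher and 4 lower. Lrg1 had 146 ± 52.9 CPM (n = 3) against 6.93 ± 5.55 (n = 6), with a log2 fold change of 4.65 ± 0.41 (SE) and an adjusted p of 0.000530 from edgeR. Saa3 had 60.2 ± 30.9 CPM (n = 3) against 1.73 ± 3.68 (n = 6), with 4.67 ± 0.71 (SE) and 0.0385. Saa3 lost the threshold without TMM, with the marker score and with the block. Its family has closely related members, so shared reads make its value uncertain. None of the 6 tested genes of the injury panel passed the threshold.

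In blood endothelial cells 2 genes were higher and 0 lower among 1116 tested by edgeR, and 92 had an unadjusted p under 0.05. The mice had 38 to 190 of these cells with 25043 to 159876 counts. With the replicate block 0 genes passed, with 80 at an unadjusted p under 0.05, and the mean r was 0.000338 for same-numbered mice and 0.00112 for others (across genes). The fit with barcode length as a covariate gave 5 genes higher and 0 lower, with 102 at an unadjusted p under 0.05. Ankrd37 had 488 ± 380 CPM (n = 3) against 20.3 ± 23.5 (n = 6), with a log2 fold change of 4.03 ± 0.65 (SE) and an adjusted p of 0.00628 from edgeR. Lrg1 had 988 ± 725 CPM (n = 3) against 139 ± 78.7 (n = 6), with 2.83 ± 0.46 (SE) and the same adjusted p.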

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

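The tests of few counts, of counting error and of the way of typing were chosen only after the values had been seen. In the 6 control mice, 57 shares and gene levels were checked for a highest or lowest mouse far from the other 5, and 14 stood out. For independent values with a normal spread, chance alone gives about 1 in 20, or 2.85 of the 57. Gene levels and shares are often skewed and depend on each other, so 14 against 2.85 does not show an excess. The design holds no group that separates 1 control mouse from the others, so no biological explanation was tested for these values.

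Of the 14 values, 3 were shares. Col13a1 fibroblasts made up 4.11% of typed cells in control mouse 6, against 0.177% to 1.09% in the others. Dendritic cells made up 1.31% in control mouse 3, against 0.0728% to 0.293%. Smooth muscle cells and myofibroblasts made up 2.30% of mesenchymal cells in control mouse 1, against 0 in the other 5, and this value rests on 2 cells. With types from the marker score, 1 of the 3 still stood out, the Col13a1 fibroblasts of control mouse 6. The dendritic and smooth muscle values therefore cannot be told apart from an effect of the way of typing.

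The other 11 were gene levels in CPM. In the whole suspension Asgr2 stood at 9.55 in control mouse 2 (0 to 3.38 in the others), and Pbk at 33.1 in control mouse 5 (2.52 to 12.2). In fibroblasts Chl1 stood at 73.7 in control mouse 3 (0 in the others), Serpine2 was low at 178 in control mouse 1 (412 to 520), and Eln stood at 1624 in control mouse 2 (265 to 718). In macrophages Saa3 stood at 9.19 in control mouse 3 (0 to 1.18), and Lrg1 at 17.6 in control mouse 1 (2.37 to 6.95). Few counts lay behind 5 of the 11, namely Asgr2 (25 counts in that mouse), Chl1 (5), Serpine2 (21), Saa3 (8) and Lrg1 (6). Few counts thus covered 5 of the 6 genes named by the rule, but 5 of all 11 is fewer than the other 6, short of what the test required. The counts were also set against those that the nearest control mouse's level predicts, by an exact binomial test of the counts of these 2 mice. Serpine2 had 21 counts where 48.5 were predicted (p 0.00144) and Asgr2 had 25 where 8.84 were (p 0.0119). The p was 0.0393 for Saa3 and 0.682 for Lrg1. For Chl1 all 5 other control mice had 0 counts and were equally near, and the p ran from 0.00652 to 0.334 with the mouse taken. For Lrg1 the nearest mouse, control mouse 2, had only 1 count, too few for this test to decide, so counting error remains open. For Chl1 the test cannot tell either. The other values had been picked for lying far out. Few counts do not explain Pbk (42 counts), Eln (50) or the 4 genes that follow.

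In macrophages 4 genes of the injury panel stood out with 237 to 2350 counts. Control mouse 2 had 2858 CPM of Arg1 (0 to 292 in the others) and 1648 CPM of Mmp12 (20.1 to 432). Control mouse 3 had 838 CPM of Gpnmb (143 to 313) and 2699 CPM of Ctsk (162 to 650). The injury panel stood at 52.7 and 43.1 counts per 10000 in these 2 mice, against 3.91 to 8.79 in the other 4 control mice. With control mouse 2 left out, the change of Arg1 moved from -0.87 to 2.11 on the log2 scale, and neither value passed edgeR's threshold. A mislabelled mouse was not tested for these 2 animals. Their interstitial macrophage shares, 2.42% and 4.93%, lay far below the lowest bleomycin share of 20.9%.

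A second set of results differed between cell types. The change after bleomycin in fibroblasts was compared with that in macrophages for 15 named genes, on the log2(CPM + 10) scale, by permuting the mice. For 5 genes the difference passed, each with an exact permutation p of 0.0119, the smallest possible, and an adjusted value of 0.0357. The difference was 4.33 for Cxcl13, 4.10 for Tnc, 3.89 for Chl1, -3.89 for Igfbp3 and -4.25 for Tgfbi. For each of the 5, all 3 bleomycin mice lay beyond every control mouse. These genes had been named because they changed in fibroblasts, so a larger change there is partly built in, and the comparison cannot show that they are special to fibroblasts. Macrophages had 143811 to 5422454 counts per mouse, so their depth alone would not hide changes as large in CPM. The 10 CPM added on this scale shrinks changes of genes at low levels. Saa3 in macrophages changed by 2.53 on it and by 4.67 in edgeR. A smaller change in macrophages may therefore come in part from the scale.

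Tgfbi went in opposite directions, by -2.81 in fibroblasts and 1.44 in macrophages. If a change in RNA from other cells had lowered it in fibroblasts, it would have fallen in T cells too. In T cells it rose by 1.26 (exact permutation p 0.0238), so this explanation of the fall goes against the data. The same value means that the rise in macrophages cannot be told apart from RNA of other cells. The way of typing also matters, since the change in fibroblasts was -1.47 with an adjusted p of 0.239 from edgeR with types from the marker score. A fall of Tgfbi in fibroblasts after bleomycin therefore remains a hypothesis that may depend on the typing.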

How the results depend on the processing

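The alternatives with shifted barcodes collapsed, barcode length as a batch, Rn45s left out, at least 20 seed cells per type, and typing profiles from control mice only were chosen after seeing the data. The changes given here had no test of their cause, so for each of them the cause was not tested.

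Among the shares and panels past the threshold, those that kept their direction and passed under every alternative except the replicate block were the interstitial macrophage share and the fibroblast activation panel. On the percent scale the share difference ran from 14.9 points, with profiles from control mice only, to 28.1 points, and the panel difference ran from 11.7 to 24.1 counts per 10000. With the replicate block the means were 22.3 points and 17.8, each with an exact p of 0.25, the smallest that 3 pairs allow. Smooth muscle cells and myofibroblasts differed by 6.41 points with the block (exact p 0.25) and by 5.39 points with the marker score (exact permutation p 0.179). With at least 20 seed cells that type and mesothelial cells had no profile, so no value could be given. Of 449 values of shares and panels under the alternatives, 45 reversed, 7 became stronger and 4 weaker. Each of the 45 belonged to a difference that did not pass the threshold in the report. Of 164 counts of genes, 71 moved by more than a factor of 1.5.

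Of 310 values of the genes named by the rule, 0 reversed and 60 no longer passed. Among them were 15 of 16 with the replicate block and 33 of 137 with a mouse left out. The block takes the change from the same-numbered mice alone, so losses there cannot be put down to pairing alone. With a mouse left out, Cxcl13, Tnc, Chl1, Igfbp3, Tgfbi and the macrophage value of Lrg1 passed in every fit in which they could be tested. Asgr2, Eln and Saa3 each lost the threshold in 7 of 9 such fits. Of 320 values of panel genes, 28 reversed, 14 became weaker and 2 stronger. All 3 bleomycin mice had more counts than every control mouse, and genes of the whole suspension, macrophages and endothelial cells were not compared at equal depth. The fewest cells per mouse were 35 for fibroblasts, 38 for endothelial cells, and 20 and 17 for alveolar and interstitial macrophages. Chl1, Tnc and Ankrd37 had too few counts to be tested under some alternatives.

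Alveolar type 2 cells could be compared only under 2 alternatives, with no result of their own to set these against. With every listed barcode, 2 bleomycin and 4 control mice with 4587 to 34230 counts gave 1 gene higher and 0 lower among 234 tested by edgeR (14 at an unadjusted p under 0.05). With the marker score, 3 mice per group with 15864 to 109356 counts gave 1 gene higher and 0 lower among 419 (49 at an unadjusted p under 0.05). Of the 10 splits of those 6 mice 2 gave as many genes, and 10 splits cannot give a share under 0.05. The alveolar type 2 injury panel differed by 25.8 counts per 10000 with every barcode (exact permutation p 0.2, smallest possible 0.0667) and by 7.17 with the marker score (exact permutation p 0.3, smallest possible 0.1). The other alternatives left too few control mice with 10 such cells and were not run.

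DESeq2 gave more genes than edgeR. It called 166 higher and 137 lower in the whole suspension, 15 lower in fibroblasts, 39 higher and 29 lower in macrophages, and 5 higher and 1 lower in endothelial cells. Without the expression filter edgeR called 39 higher and 3 lower in the whole suspension, 35 and 13 in fibroblasts, 152 and 70 in macrophages, and 10 and 5 in endothelial cells. The median log2 change of all genes was then 0.12 in fibroblasts and 0.11 in macrophages, against 0.01 and -0.02 with the filter. Ccnb2 reversed to 0.00974.

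With the replicate block the whole suspension had 0 genes higher (1887 at an unadjusted p under 0.05), macrophages 0 (343) and endothelial cells 0 (80). Fibroblasts had 1 higher and 0 lower (133). Among cycling genes Ccnb2 reversed to 0.46, Cenpf to 0.15, Top2a to 0.22 and Ube2c to 0.26. Paired shares reversed to 0.683 points for Col13a1 fibroblasts, 0.130 for Col14a1 fibroblasts, 0.747 for epithelial and 1.17 for mesenchymal cells. The cycling panel reversed to 0.432 and the macrophage injury panel to -11.4 counts per 10000.

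With barcode length as a batch, 46 genes were higher and 12 lower in the whole suspension, 4 lower in fibroblasts, 15 higher and 4 lower in macrophages, and 5 higher in endothelial cells. Arg1 reversed to 0.0408 and the lymphoid difference of -20.7 points passed (exact p 0.0444). With types from the marker score, fibroblasts had 1 gene higher and 0 lower (101 at an unadjusted p under 0.05), macrophages 15 and 5, and endothelial cells 4 higher. Gpnmb reversed to 0.0717 and the macrophage injury panel to -2.87. With at least 20 seed cells, fibroblasts had 21 genes higher and 10 lower. With shifted barcodes collapsed, macrophages had 9 higher and 2 lower and endothelial cells 1 higher, and Col13a1 fibroblasts reversed to -0.814 points of mesenchymal cells. With Rn45s left out, endothelial cells had 1 gene higher.

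With cells of at least 500 genes, 7 genes were higher in the whole suspension, 3 higher and 1 lower in fibroblasts, and 0 higher in endothelial cells (53 at an unadjusted p under 0.05), where only 4 control mice had enough cells. The log2 changes of Ccna2, Cdk1, Mki67 and Pbk reversed to -0.0336, -0.20, -0.0348 and -0.17. Shares reversed to -0.151 points for alveolar macrophages, 0.563 for Col13a1 fibroblasts and 0.306 for mesenchymal cells. Col14a1 fibroblasts fell by 16.9 points of mesenchymal cells and passed (exact permutation p 0.0119). With every listed barcode, 45 genes were higher and 1 lower in the whole suspension and 9 higher and 7 lower in endothelial cells. Ccnb2 and Ube2c reversed to 0.0946 and 0.0204. Shares reversed to 0.230 points for Col13a1 fibroblasts, 0.256 for Col14a1 fibroblasts, 0.00401 for neutrophils and 0.811 for mesenchymal cells, and to -0.217 for Col13a1 fibroblasts among mesenchymal cells. Dendritic cells passed, with 0.796 points (exact permutation p 0.0357).

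On the log2 scale the difference reversed to 0.31 for Col13a1 fibroblasts, 0.20 for epithelial cells, 0.0933 for mesenchymal cells and 0.0288 for the cycling panel. Dendritic cells passed at 1.78 (exact permutation p 0.0476) and NK cells at -1.68 (exact permutation p 0.0357). With the same number of cells from every mouse, dendritic cells passed at 0.996 points (exact permutation p 0.0357). The cycling panel reversed to 0.240 and Col13a1 fibroblasts to -1.76 points of mesenchymal cells.

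Leaving out each of the 9 mice in turn gave 0 to 27 genes higher and 0 to 1 lower in the whole suspension, and the fit with 0 higher had 762 at an unadjusted p under 0.05. The ranges were 3 to 8 higher in fibroblasts, 1 to 27 higher and 0 to 9 lower in macrophages, and 0 to 2 higher in endothelial cells, where the fits with 0 had 66 and 69 at an unadjusted p under 0.05. Log2 changes ran from -2.11 to 2.11 for Arg1 in macrophages, -0.43 to 0.42 for Gpnmb, -0.22 to 0.17 for Ccnb2, -0.0648 to 0.53 for Cdk1, -0.37 to 0.17 for Cenpf in whole suspension, -0.11 to 0.44 for Mki67, -0.0244 to 0.81 for Pbk, -0.43 to 0.0673 for Top2a and -0.64 to 0.0293 for Ube2c. Differences in share ran from -0.843 to 10.9 points for alveolar macrophages, -0.360 to 0.525 for Col13a1 fibroblasts, -1.12 to 0.0885 for Col14a1 fibroblasts, 0.397 to 1.05 for dendritic cells, -0.486 to 0.123 for epithelial cells and -1.01 to 0.988 for mesenchymal cells. Among mesenchymal cells they ran from -3.17 to 5.28 points for Col13a1 fibroblasts and -0.889 to 5.13 for mesothelial cells. With control mouse 3 left out, every bleomycin share of dendritic cells (0.677% to 1.98%) lay above every control share (0.0728% to 0.293%). The macrophage injury panel ran from -1.997 to 7.76 and the cycling panel from -1.15 to 0.890 counts per 10000.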

Other observations

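The following tests were chosen only after the result was seen: those of the lymphocyte share, of barcode length, of shifted barcodes, of the smooth muscle seed cells, of single panel genes, of other splits of the mice, and of Lrg1 across cell types. The separate comparisons of alveolar and interstitial macrophages were also chosen then.

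The higher share of interstitial macrophages in bleomycin mice was tested against 6 technical explanations. For 5 of them the test went against the explanation, and RNA from other cells remains open. With every cell thinned to 300 counts and typed again, the difference was 22.7 points. The C1q level in T and B cells of bleomycin mice was 1.61% of that in interstitial macrophages, so such RNA would not make lymphocytes look like them. Monocytes and alveolar macrophages were not tested in this way, so the share cannot be told apart from RNA of interstitial macrophages in those cells. With profiles from control mice only (67 seed cells), the difference fell to 14.9 points (exact permutation p 0.0119), so part of its size depends on the profiles. Among myeloid cells alone it was 29.4 points, which a lymphocyte-rich control suspension would not give. With shifted barcodes collapsed it was 22.6 points. Permuted within barcode lengths, the exact p was 0.0222, the smallest possible. Droplets with more than 1 cell and unequal release of cells during dissociation were not tested. A larger share of these cells after bleomycin is a candidate explanation, as a hypothesis, and it fails the correction over 13 cell types (adjusted value 0.155). The list held no macrophage type besides alveolar and interstitial, and 99.3% of cells were typed. Macrophages of another kind would therefore mostly be given a listed type. Whether the cells typed as interstitial macrophages are of that kind was not tested.

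The 9 mice can be split into 3 and 6 in 84 ways, of which 8 part all 3 same-numbered pairs as the real split does. The other splits leave at least 1 pair together. In the whole suspension, 2 of the 8 and 2 of the 84 gave as many genes as the real split. In fibroblasts it was 1 and 1, in macrophages 1 and 4, and in blood endothelial cells 2 and 3. For alveolar macrophages it was 1 and 2, and for interstitial macrophages 1 and 1. With 8 splits the share cannot fall under 0.05, so those counts cannot tell. Over all 84 splits the share was under 0.05 for all 6 populations. The split by barcode length gave 0 genes in the whole suspension, with 1683 at an unadjusted p under 0.05, and 4 genes in fibroblasts and 1 in endothelial cells. In the whole suspension that unadjusted count exceeded the 1204 of the real split. In macrophages it was 1041, with 0 past the adjusted threshold, against 528. In fibroblasts it was 280 against 180, in endothelial cells 115 against 92 and in alveolar macrophages 800 against 519. Only in interstitial macrophages was it lower, at 130 with 0 past the adjusted threshold, against 302. The size of these differences was not measured. Each group has mice of both lengths, so length and group can be told apart.

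The split of control mice 1 to 3 against the other 6 mice gave 384 genes in the whole suspension, the most of any split and far above the 20 of the real one. Barcode length overlaps with this split, since control mice 1 and 2 have 8-base barcodes and bleomycin mouse 1 is the only such mouse on the other side. The split by barcode length gave 0 genes but 1683 at an unadjusted p under 0.05, against 2072 for this split, so a part played by barcode length cannot be told apart. In T cells alone the same split gave 6 genes of 4342 tested, as a differing mix of cell types would give. An unrecorded difference between control mice 1 to 3 and 4 to 6 was not tested apart from this. The split of control mice 4 to 6 gave 50 genes in macrophages and 62 in alveolar macrophages, above the 4 and 40 of the real split.

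For the genes changed in fibroblasts, 3 technical explanations were tested. All 10 of the 10 higher genes were more than 4 times higher in fibroblasts than in the other cells of the same bleomycin mice, against RNA from other cells. With every mouse thinned to 30787 fibroblast counts, 10 genes passed among 695 tested. Of the 12 genes called without thinning 10 could still be tested and 8 passed, against a difference in depth as the cause of most of them. With barcode length as a covariate, all 12 of the 12 genes passed. The typing was not among these tests, and with the marker score 1 gene was higher and 0 lower (101 at an unadjusted p under 0.05). A change of these genes in fibroblasts is thus a hypothesis that may rest in part on the typing.

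The larger share of smooth muscle cells and myofibroblasts may come from the typing. Of the 12 seed cells, 10 came from bleomycin mice, although 433 of the 892 mesenchymal cells did, so the profile was built largely from bleomycin cells. A true rise of this type would also give more bleomycin seed cells, so this count cannot tell such a rise from an effect of the typing. Profiles from control mice only were not tried for this type. The activation panel rested largely on 1 gene, since its difference fell from 19.9 to 7.34 counts per 10000 without Sfrp1. The largest exact permutation p with 1 gene left out was 0.0119, the smallest possible, so the p cannot tell how much a gene contributes.

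Some barcodes equalled another barcode of the same library shifted by 1 base. In the 2 libraries with more than 1000 such pairs, the pairs were at least 3.33 times as frequent as random barcodes would give. Their counts were also more alike, with a median cosine of 0.927 against 0.406 for random pairs in control mouse 2 and 0.876 against 0.432 in bleomycin mouse 1. Chance therefore does not explain them. A candidate explanation is that single beads were listed under several barcodes. Collapsing them left 1479 of 2990 cells in control mouse 2 and 1771 of 3725 in bleomycin mouse 1, so cell numbers in these libraries may be overstated.

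Compared separately by edgeR, alveolar macrophages had 33 genes higher and 7 lower, and interstitial macrophages 36 higher and 10 lower, against 4 and 0 for both pooled. A fit with the replicate block is not given for either type, so how many genes it would leave is not known. RNA from other cells cannot be told apart from part of these changes. The C1q genes rose by 3.37 in alveolar macrophages and by 3.28 in T cells on the log2 scale, a difference of 0.0842. Lyz1, Lyz2, Slpi and Ctsd together rose by 2.55 in interstitial macrophages and by 2.02 in T cells, a difference of 0.535. Interstitial macrophages typed as alveolar were tested in the seed cells of alveolar macrophages alone, where Fabp1 fell by -3.77 (exact permutation p 0.0119). These seed cells were 5460 of the 6060 alveolar macrophages, so the test removed few cells. The C1q genes rose by 3.23 in the same seed cells. Seed cells can still carry markers of other types, so the test cannot exclude mistyped cells as part of the fall. A differing mix of the macrophage types was a candidate explanation of the few genes in the pooled comparison. With the alveolar share of each mouse as a covariate, 12 genes passed, short of the 20 set for that explanation to hold. Both this number and that at an unadjusted p under 0.05 rose, from 4 and 528 to 12 and 786. A part played by the mix therefore remains open.

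Lrg1 was higher after bleomycin in several cell types, by 2.70 in fibroblasts, 3.84 in alveolar macrophages, 1.91 in interstitial macrophages and 2.58 in blood endothelial cells on the log2 scale (exact permutation p 0.0119 to 0.0238). In T cells the change was 0.343 (exact permutation p 0.5). RNA from other cells would raise it in T cells too. That change lay more than 1 below the smallest of the others, which by the rule set for this test goes against the explanation. The differences were then tested. The change exceeded that in T cells by 2.36 in fibroblasts (exact permutation p 0.0238), 3.49 in alveolar macrophages (0.0119), 2.24 in blood endothelial cells (0.0357) and 1.56 in interstitial macrophages (0.119). The first 3 go against RNA from other cells. In interstitial macrophages the difference did not pass, so there the rise cannot be told apart from such RNA. A rise of Lrg1 in several cell types is a hypothesis, since it was seen and tested in the same mice.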
